A study of Mus musculus with 8 samples. Its data were reported in "5’tRNA-derived fragments modulate β-cell homeostasis and islet macrophage activation in type 2 diabetes" (2026).

How the data were processed

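Small RNA was sequenced from islet macrophages (iMACs) that were sorted by flow cytometry from mouse pancreatic islets as cells positive for CD45, F4/80, CD11b and CD11c. Libraries came from db/db mice, which carry a mutation of the leptin receptor and become obese and hyperglycemic, and from wild-type controls. Groups were taken from the genotype given for each of the 8 samples, with 4 libraries per genotype. According to the methods of the study, each library was made from a separate sorting preparation for which islets of more than 1 male mouse were pooled, so the spread between libraries includes the spread between preparations. Replicate numbers follow the order of the samples and pair none of them.

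Per the labels and the methods of the study, RNA was purified with a miRNeasy micro kit and libraries were made with the QIAseq miRNA kit, which marks each molecule with a unique molecular identifier. The authors removed adapters, collapsed identical reads longer than 16 nt by their identifier, aligned them to the mouse genome (GRCm38.p6), and mapped them with bowtie to mature cytosolic tRNA sequences of GtRNAdb and to mitochondrial tRNA sequences, keeping perfect matches only. The deposited counts are therefore counts of molecules per tRNA-derived fragment (tRF), not of PCR copies. The authors also deposited a log2 value for each count. The log2 values were recognised from the numbers as a variance-stabilising transformation with 1 size factor per library, since undoing it gave back every count to within 0.0223. They were not used for tests. Perfect matching leaves out fragments whose modified bases were misread or stopped the reverse transcriptase, and such losses differ between tRNAs, so levels of different tRNAs are not directly comparable.

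The table held 242 entries for 144 distinct sequences, because 58 sequences that match more than 1 tRNA were repeated under each name with the same counts. Each sequence was used once, under all of its tRNA names. Lengths ran from 16 to 30 nt, apart from 1 fragment of 8 nt. A fragment was called 3' if it ended in CCA, 5' if it started within 1 nt of the mature 5' end of its tRNA, and internal otherwise. By these rules 63 fragments were 5', 14 were 3' and 67 were internal, and 1 internal fragment lacked only the end of a listed CCA terminus. Of the 144 sequences, 30 also occurred in another transcript of GENCODE release M21, among them 15 of the 54 fragments of 16 or 17 nt. The cytosolic fragments match several tRNA gene copies and were not placed at 1 locus. Gene copies were counted in the RefSeq annotation of the same assembly, GRCm38.p6.

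The total count per library of the listed fragments ranged from 1477 to 4567. These totals cover only the fragments in the table and are not the sequencing depth of the libraries. Shares of a single library are given with 95% Wilson intervals, which cover counting error only. The chi-square of the counts divided by its degrees of freedom was 1.46 or more for every pair of libraries, above sampling noise, so no library was treated as a repeat of another.

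Genotypes were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with genotype as the only term. Library size was the sum of the listed counts, TMM factors were computed over the 144 fragments, and fragments with low counts were removed with filterByExpr (minimum count 10, minimum total 15). P values were adjusted by the Benjamini-Hochberg method. A fragment counted as changed at an adjusted p below 0.1 and a fold change above 2, the thresholds used in the study. Fold changes are db/db over wild type on the log2 scale, and standard errors (SE) were derived from the coefficient and its F statistic. CPM values are the listed tRF counts scaled by edgeR to TMM-adjusted library size. The same test was applied to counts summed over all fragments of 1 tRNA name and region, with TMM factors and CPM values computed anew over the 46 sums. Fragments were grouped into 9 lists, among them 5' fragments of 28 nt or more, shorter 5' fragments, 3' fragments, internal fragments, mitochondrial fragments, 5' fragments that start with 4 or more guanines, and the 5' fragments of Gly-GCC and of Asp-GTC. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Shares of the counts were compared by two-sided exact permutation tests over the 70 assignments of 4 against 4 libraries, whose smallest possible p is 0.0286, with adjustment over the 10 shares tested.

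The fragments named in the text were chosen by a rule. They are 5' fragments that the study named as induced (with Asp-GTC taken for its aspartate fragment), the most abundant changed fragment of each tRNA and region, the 5 fragments of the table with the highest mean CPM, and the 10 sums with the smallest p. The 5' fragments of 1 tRNA entered all tests, totals and counts of calls and are not reported here by name. The design, the lists, the naming rule and most alternatives were fixed before the data were examined. Alternatives were other scalings, filters, tests and thresholds, DESeq2 1.42.0, thinning to the smallest total, a term for the first or last 4 library numbers, and leaving out each library in turn. DESeq2 was run on all 144 fragments and all 46 sums, without filterByExpr. Library sizes recomputed over the tested fragments, the likelihood ratio test with no filter, the use of every entry of the table, the removal of fragments found in other transcripts, and the joint removal of 3 libraries were added after the data had been seen, and the fit with recomputed library sizes was the first one seen. MicroRNAs that mark other cell types were not analysed here, so the purity of the sort was not checked from these data.

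The procedure was tested on simulated data, with 40 simulations of this comparison in which 24 of the 144 fragments were changed. Among the changed fragments that passed the filter, the test recovered 50.0% at a 4-fold change and 86.1% at an 8-fold change, all with the right sign, and called 1.05% of unchanged fragments. In simulations over the 46 sums, the test recovered 176 of the 196 8-fold changes whose sum passed the filter (89.8%). All simulated fragments and sums varied independently around 1 mean profile, with as many raised as lowered. In the real libraries whole groups of fragments varied together, so these rates of recovery and of false calls need not hold for them. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9.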

Results

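The data describe tRNA-derived fragments (tRFs) in islet macrophages (iMACs) sorted from wild-type and db/db mice, with 4 libraries per genotype. Listed tRFs summed to 2182, 1477, 4567 and 2009 counts in wild-type replicates 1 to 4, with a mean of 2559 ± 1372 (SD, n = 4). They summed to 2521, 1976, 1808 and 1710 counts in db/db replicates 1 to 4, with a mean of 2004 ± 362 (SD, n = 4). The 144 fragments came from 34 cytosolic tRNA isoacceptors and 1 mitochondrial tRNA. Over all libraries, 5' fragments held 46.7% of the counts, internal fragments 45.6% and 3' fragments 7.71%.

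The first comparison asked which tRFs differ between iMACs of diabetic db/db mice and of wild-type mice. In db/db iMACs 6 tRFs rose, and all of them were 5' fragments. Some are different lengths of the same 5' end, so they are not 6 independent changes. Of the 44 fragments tested, 8 were 5' fragments of 28 nt or more and 11 were shorter 5' fragments. Among the 6 were fragments of tRNAs that carry leucine (Leu-CAG) and valine (Val-AAC or Val-CAC). The 25-nt 5'tRF of Leu-CAG, GTCAGGATGGCCGAGCGGTCTAAGG, rose from 4013 ± 2534 CPM in wild-type to 18529 ± 8993 CPM in db/db iMACs (SD, n = 4 each; log2 fold change 2.20, SE 0.60, edgeR adjusted p = 0.0678), with 3 of 4 db/db libraries above all wild-type libraries. The 28-nt 5'tRF shared by Val-AAC and Val-CAC, GTTTCCGTAGTGTAGTGGTTATCACGTT, rose from 4848 ± 1849.8 to 20392 ± 10954 CPM (log2 fold change 2.05, SE 0.58, edgeR adjusted p = 0.0678) with 4 of 4 db/db libraries above all wild-type libraries. A shorter form of each also rose and was named after its value was seen. These were a 24-nt form of the Leu-CAG fragment (log2 fold change 1.80) and a 23-nt form of the Val fragment (1.68). Summed over all 7 listed 5' fragments of Leu-CAG, the log2 fold change was 0.80 (edgeR adjusted p = 0.335). That sum did not pass, so a rise across all lengths was not shown. RefSeq lists 10 Leu-CAG genes in GRCm38.p6, of which 5 lie on chromosome 1. It lists 8 Val-AAC and 11 Val-CAC genes, with 5 of each on chromosome 13. Of the 44 fragments tested by edgeR, 0 fell. By the same test 10 fragments were higher and 2 lower at an unadjusted p below 0.05. DESeq2, run on all 144 fragments without that filter, called 16 higher and 0 lower. The count of 6 was 0 with library totals alone and 11 with no filter, of which 2 were among the 6, and the 28-nt Val fragment no longer passed there (edgeR adjusted p = 0.112). It was 1, 10, 2 and 3 without wild-type replicates 1, 2, 3 and 4, 16 (with 5 lower) without db/db replicate 1 and 0 without db/db replicate 2, 3 or 4. The 25-nt Leu-CAG and 28-nt Val calls were both lost without wild-type replicate 1, 3 or 4 or db/db replicate 2, 3 or 4 (edgeR adjusted p from 0.111 to 0.526). With a term for the first or last 4 library numbers it was also 0, and the Leu-CAG and Val fragments had log2 fold changes of 2.21 and 1.93 (edgeR adjusted p = 0.112 each).

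The 5'tRFs of Gly-GCC and Asp-GTC, which the study named as induced, had counts too low for the filter of the edgeR test. For iMACs the study writes another anticodon for the aspartate fragment, and Asp-GTC, the only aspartate tRNA in the table, was taken for it. The 30-nt Gly-GCC fragment, GCATGGGTGGTTCAGTGGTAGAATTCTCGC, had 1, 3, 5 and 4 counts in wild-type and 9, 14, 15 and 15 counts in db/db replicates 1 to 4. Its level was 1386 ± 807 CPM in wild-type and 7542 ± 3184 CPM in db/db iMACs (SD, n = 4 each), and 4 of 4 db/db libraries lay above all wild-type libraries. With no filter its log2 fold change was 2.45 (SE 0.63, edgeR adjusted p = 0.0709), past the threshold. With the filter in place and 1 library left out, it did not pass without wild-type replicate 1 or 3 (edgeR adjusted p = 0.200 and 0.101). In those fits the filter removed it without db/db replicate 2, 3 or 4. The 30-nt Asp-GTC fragment, TCCTCGTTAGTATAGTGGTGAGTATCCCCG, was at 1822 ± 1211 and 9502 ± 7538 CPM, with a log2 fold change of 2.41 with no filter (SE 0.73, edgeR adjusted p = 0.0887). Of its db/db libraries 4 of 4 lay above all wild-type libraries, though db/db replicate 2, at 3345 CPM, was close to wild-type replicate 2, at 3324 CPM. With the filter in place and 1 library left out, it did not pass without wild-type replicate 1, 3 or 4 or db/db replicate 2 (edgeR adjusted p = 0.200, 0.167, 0.126 and 0.402). In those fits the filter removed it without db/db replicate 1, 3 or 4. RefSeq lists 14 Gly-GCC and 16 Asp-GTC genes in GRCm38.p6, with 5 of each on chromosome 1.

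**Figure D1:**
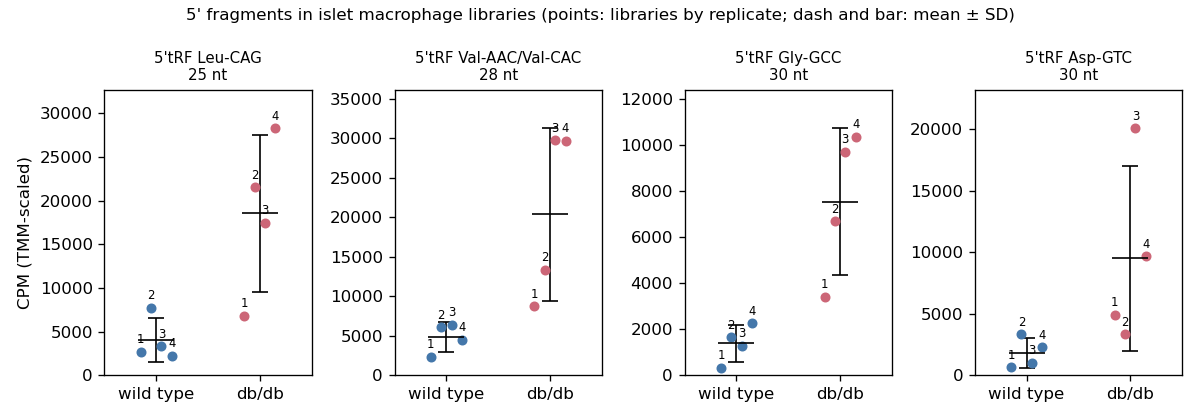
Levels of selected 5'tRFs in CPM after TMM scaling, with 1 point per library numbered by replicate and the mean ± SD of each genotype as a dash and bar. For the Val, Gly-GCC and Asp-GTC fragments 4 of 4 db/db points lie above all wild-type points, and for the Leu-CAG fragment 3 of 4.

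Counts were then summed over all fragments of a tRNA and region, which joins fragments that differ by a few bases at their ends. The 5' fragments of Asp-GTC rose in db/db iMACs, from 3295 ± 1138 to 16777 ± 10189 CPM (SD, n = 4 each; log2 fold change 2.36, SE 0.51, edgeR adjusted p = 0.0365). Wild-type replicates 1 to 4 had 6, 8, 7 and 6 counts and db/db replicates 1 to 4 had 25, 22, 63 and 31, so 4 of 4 db/db libraries lay higher. The 5' sums of Lys-TTT (log2 fold change 1.80, edgeR adjusted p = 0.120) and Val-AAC/Val-CAC (1.18, adjusted p = 0.179) did not pass by edgeR. Both passed with DESeq2 on all libraries (DESeq2 adjusted p = 0.0547 and 0.0856). Lys-TTT passed without wild-type replicate 2 (2.63, edgeR adjusted p = 0.0837), db/db replicate 1 (2.07, 0.0260) or db/db replicate 2 (2.37, 0.0979), and Val-AAC/Val-CAC without wild-type replicate 2 (1.83, 0.0844) or db/db replicate 1 (1.36, 0.0461). The Lys-TTT tRNA has 2 RefSeq genes, on chromosome 13 at 21907940 to 21908012 and 21971788 to 21971860 (GRCm38.p6). On the other side, internal fragments of Ala-TGC had a log2 fold change of -0.93 (edgeR adjusted p = 0.161), 3' fragments of Lys-CTT of -1.75 (adjusted p = 0.207) and 3' fragments of Trp-CCA of -1.97 (adjusted p = 0.246). The Lys-CTT sum joins a 17-nt fragment with 121 counts and the 8-nt fragment with 90. The 8-nt sequence also occurs in other transcripts, so it cannot be assigned to Lys-CTT alone. Internal sums of Lys-TTT (-0.90), Lys-CTT/Lys-TTT (-0.82) and Phe-GAA/Ser-GGA (-0.84) had adjusted p of 0.246, 0.287 and 0.308 by edgeR. Without db/db replicate 1 the 3' sums of Lys-CTT (-2.55) and Trp-CCA (-3.40) passed (edgeR adjusted p = 0.0387 and 0.0196), as did the internal sums of Lys-TTT (-1.20), Lys-CTT/Lys-TTT (-1.03) and Phe-GAA/Ser-GGA (-1.14), with adjusted p of 0.0461, 0.0783 and 0.0690. That fit keeps a pattern shared by some libraries, described below, in wild-type iMACs only. It therefore cannot separate that pattern from genotype. TMM factors were computed anew for the sums, so their fold changes are not on the scale of those of the fragments. The median log2 fold change was -0.30 over the 33 sums tested and 0.06 over the 44 fragments tested. Of 33 sums tested, edgeR called 1 higher and 0 lower (4 higher and 2 lower at an unadjusted p below 0.05). DESeq2, run on all 46 sums without the filter, called 5 higher and 0 lower. The count of 1 was 3 with no filter, 2 with a stricter filter, and 0 without wild-type replicate 1 or 3 (Asp-GTC adjusted p = 0.150 and 0.198 by edgeR). It was 4 without wild-type replicate 2, 2 without wild-type replicate 4, 7 (with 9 lower) without db/db replicate 1, and 3 without db/db replicate 2.

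Among the groups of fragments, the 5'tRFs of 28 nt or more, the length expected after cleavage in the anticodon loop, shifted toward higher levels in db/db iMACs relative to the other fragments (median log2 fold change 1.37, camera adjusted p = 0.0448). This call and the 3 camera calls that follow were all lost with an estimated correlation (adjusted p = 0.256 with an estimated correlation for each). Of their 13 members 8 were tested by edgeR, and 3 rose, or 4 when adjusted over the list alone, and 5 did not pass. With no filter the median over all 13 was 1.80 and 11 were positive. The 11 tested members of the shorter 5'tRFs also shifted up (median 1.36, camera adjusted p = 0.0916), with 3 risen, or 5 when adjusted over the list alone. With no filter the median over all 50 was -0.088 and 24 were positive. The 6 tested 3' fragments shifted down as a group (median -1.23, camera adjusted p = 0.0663), although 0 of 6 passed, also when adjusted over the list alone. With no filter the median over all 14 was 0.36 and 8 were positive, so the sign differs. Internal fragments had a median of 0.04, a mean of -0.03 and a downward camera call (adjusted p = 0.0786), so the signs differ, and 0 of 19 tested members passed, also when adjusted over the list alone. With no filter the median over all 67 was -0.21 and 20 were positive, and 1, a 30-nt fragment of Asp-GTC, was called higher (edgeR adjusted p = 0.0158). Every tested fragment lies in the longer 5', the shorter 5', the 3' or the internal list, and camera tests each list against the rest. Upward calls of the 5' lists therefore favour downward calls of the others, and these calls are not independent. The 5'tRFs that start with 4 or more guanines (2 of 16 tested) had a median of -0.05 (camera adjusted p = 0.711) and 0 calls, also when adjusted over the list alone. The lists of Gly-GCC and, as read here, Asp-GTC fragments were named by the study from these same samples and are not independent evidence. The list of 5'tRFs of 28 nt or more includes 5'tRFs that the study named, so it is not fully independent either. With no filter 1 of 1 Gly-GCC and 3 of 3 Asp-GTC fragments were called higher by edgeR, and the mitochondrial fragment was not called (log2 fold change 1.33). By fry, which tests each list on its own, the 5'tRFs of 28 nt or more and the shorter 5'tRFs each had an adjusted p = 0.0728, and the 3' and internal lists 0.282 and 0.856. Leaving out each library in turn did not end the camera call of the longer 5'tRFs. That of the shorter 5'tRFs was lost with its direction turned downward without wild-type replicate 1 or 2 (camera adjusted p = 0.211 and 0.776) and was lost without db/db replicate 1, 2, 3 or 4 (0.145, 0.729, 0.306 and 0.481). The 3' call was lost without wild-type replicate 1 or 2 (0.211 and 0.107) and db/db replicate 2, 3 or 4 (0.229, 0.127 and 0.173). It was also lost with wild-type replicates 3 and 4 and db/db replicate 1 left out together. The internal call was lost with its direction turned upward without wild-type replicate 1 (0.963), and was lost without wild-type replicate 2 (0.520) and db/db replicate 1 or 4 (0.130 and 0.171). Without wild-type replicate 1 the list that starts with guanines was called lower (0.0193).

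As shares of all listed counts, 5'tRFs of 28 nt or more made up 6.89% ± 1.54 in wild-type and 16.9% ± 7.39 in db/db iMACs (SD, n = 4 each; exact permutation p = 0.0571, adjusted p = 0.143), with 3 of 4 db/db libraries above all wild-type libraries. By library the share ran from 5.23% (95% Wilson interval 4.34 to 6.29) to 8.73% (7.40 to 10.3) in wild-type and from 8.65% (7.61 to 9.81) to 23.7% (21.8 to 25.7) in db/db iMACs. The shares of the Gly-GCC 5'tRF (0.139% ± 0.0759 and 0.693% ± 0.235) and the Asp-GTC 5'tRFs (0.317% ± 0.163 and 1.85% ± 1.15) were higher in 4 of 4 db/db libraries (SD, n = 4). Each had the smallest p that 4 against 4 libraries allow (exact permutation p = 0.0286, adjusted p = 0.143). Differences between the mean shares were 10.9 points for all 5' fragments (exact p = 0.343), -3.00 for 3' fragments (exact p = 0.114) and -7.86 for internal fragments (exact p = 0.343). They were 0.820 for shorter 5'tRFs (exact p = 0.971), 0.246 for the mitochondrial fragment (exact p = 0.114) and -3.94 for the 5'tRFs that start with guanines (exact p = 0.571). The difference for all 5' fragments was 3.64 points without wild-type replicate 1 and 17.8 without wild-type replicate 3, and that for internal fragments -1.62 and -14.9. The difference for shorter 5'tRFs turned to -6.14 without wild-type replicate 1, and that for the 5'tRFs that start with guanines was -0.370 without wild-type replicate 3. The latter turned upward over tested fragments only, and also without wild-type replicates 3 and 4 and db/db replicate 1 together. With all libraries no share passed an adjusted p of 0.1. The shares of Gly-GCC and Asp-GTC were already at the smallest p, so whether they passed depended on the p values of the other shares. The same limit holds when 1 library is left out. Without db/db replicate 1 the shares of 5'tRFs of 28 nt or more and of Gly-GCC and Asp-GTC passed (exact permutation test, adjusted p = 0.0714 each), and without db/db replicate 2 those of Gly-GCC, Asp-GTC and the mitochondrial fragment (0.0952 each).

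**Figure D2:**
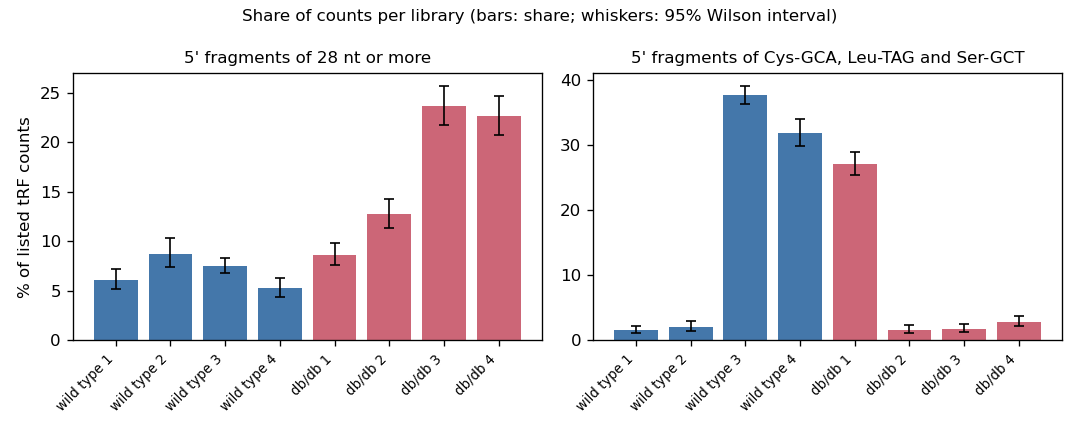
Share of the listed tRF counts per library, in percent, for 5' fragments of 28 nt or more (left) and for 5' fragments of Cys-GCA, Leu-TAG and Ser-GCT (right). Wild-type libraries are in blue, db/db libraries in red, and whiskers are 95% Wilson intervals; the left share is highest in db/db replicates 3 and 4, at 23.7% and 22.6%, and the right share is high in wild-type replicates 3 and 4 and db/db replicate 1.

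A group of 3 libraries, from both genotypes, carried many more 5' fragments of Cys-GCA, Leu-TAG and Ser-GCT than the others. These 16 fragments took 37.6% (95% Wilson interval 36.2 to 39.1) and 31.8% (29.8 to 33.9) of the counts of wild-type replicates 3 and 4 and 27.1% (25.4 to 28.8) of those of db/db replicate 1. They took 1.56% (1.12 to 2.17) and 2.03% (1.43 to 2.88) in wild-type replicates 1 and 2 and 1.62% (1.15 to 2.28), 1.77% (1.26 to 2.49) and 2.81% (2.12 to 3.70) in db/db replicates 2, 3 and 4. The pattern is not limited to these tRNAs. The 5' sum of Ala-AGC/Ala-CGC/Ala-TGC had 3, 7, 160 and 57 counts in wild-type and 56, 16, 11 and 13 in db/db replicates 1 to 4. That of Phe-GAA had 6, 4, 55 and 18 in wild-type and 16, 0, 0 and 1 in db/db replicates. High shares of such fragments lower the shares of all others in the same libraries. With these 3 libraries left out, a choice made after seeing the data, edgeR called 20 fragments higher, the 6 above among them, and 7 lower. Leaving out db/db replicate 1 alone keeps the high shares in wild-type libraries only. Fragments, sums and shares that pass without it therefore mix genotype with this pattern.

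Of the 5 fragments of the table with the highest mean CPM over the libraries, 4 did not pass the test. Fragments from the inside of proline tRNAs, TGCGAGAGGTCCCGGG, TGCGAGAGGTCCCGGGT and TGCGAGAGGTCCCGGGTTC, had log2 fold changes of 0.16, 0.40 and 0.22 (edgeR adjusted p = 0.918, 0.702 and 0.918), and the first and the last of them changed sign with library totals alone (-0.068 and -0.045). The first was at 96011 ± 27144 CPM in wild-type and 107599 ± 50557 CPM in db/db iMACs (SD, n = 4 each). The 16-nt 5'tRF of Ala-CGC, GGGGATGTAGCTCAGA, was at 21164 ± 21006 and 59950.1 ± 94924 CPM (log2 fold change 1.51, SE 1.08, edgeR adjusted p = 0.464). Its fold change was -0.99 without db/db replicate 2, so 1 library set its direction. The only mitochondrial fragment, AAGAAAGATTGCAAGAAC, lies at the start of the serine tRNA gene mt-Ts2, on the plus strand of chromosome M from 11613 to 11630 (gene 11613 to 11671, GRCm38). It made up 0.204% ± 0.138 and 0.450% ± 0.227 of the counts (exact permutation p = 0.114, n = 4).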

Values the study reported

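The study reported that 21 tRFs changed in iMACs of db/db mice and 152 in β-cells, at a fold change above 2 and a false discovery rate below 0.1. The iMAC fragments were traced to 11 cytosolic tRNA isoacceptors. Across its mouse and human datasets, the Gly(GCC) 5'tRFs were described as 26–30 nt long, with the 30-nt form listed for iMACs.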

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

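All explanations weighed here for the pattern of the Cys-GCA, Leu-TAG and Ser-GCT fragments and for the length of the changed fragments were tested after the result was seen, as was the number of lists without those named by the study, while the other comparisons with splits of the samples were planned.

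Other splits of the 8 libraries into 4 and 4 were given the same tests. Among the 35 splits, the real one included, 3 gave at least as many changed fragments as the real split, whose count was 6, so chance cannot be excluded for that count. The highest other count was 19, for wild-type replicates 1, 3 and 4 with db/db replicate 1 against the rest, which points to a structure of the samples other than genotype. For the sums, 7 of the 35 splits gave at least as many calls as the real 1, and the highest other count was 15, so chance cannot be excluded there either. For the lists, the real split gave 5 camera calls and the highest other 4, so 1 of 35 splits reached the real value. That number includes a list the study named from these samples. Without the lists named by the study the real split gave 4 calls, as did wild-type replicates 1, 2 and 4 with db/db replicate 1 against the rest. So 2 of 35 splits reached it, the highest other also being 4, and chance cannot be excluded for the lists fixed apart from the study.

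The first pattern is the share of 5' fragments of Cys-GCA, Leu-TAG and Ser-GCT, high in wild-type replicates 3 and 4 and db/db replicate 1. A split between the first and the last 4 library numbers is argued against, since the share differed at least 17.4-fold within each. The high libraries are numbers 19, 21 and 22, and an effect of position in the middle of that order was not tested. A dependence on the total of the other listed counts was argued against by db/db replicates 1 and 2, which had 1839 and 1944 counts of other fragments and shares 16.7-fold apart. These totals are not sequencing depth or RNA input, and neither of those was tested. Genotype alone is argued against by the pattern as seen, with high libraries in both genotypes and the higher share in db/db in 6 of 16 pairs of 1 wild-type and 1 db/db library. RNA from other cells, which the gate for CD45, F4/80, CD11b and CD11c should remove, or a difference between sorting preparations may still account for it, and neither was tested. The study detected no cells expressing insulin or glucagon in its CD11c-positive sort.

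The second pattern is that the 6 changed fragments are all 5' fragments of 23 nt or more. A preference for longer fragments in db/db libraries may contribute. The 29 fragments of that length from a tRNA and region with no changed fragment had a median log2 fold change of 1.0 (quartiles -0.46 to 2.29, 19 positive and 10 negative), a spread too wide to decide. They include 5' fragments of Cys-GCA and Ser-GCT, which carry the first pattern. The spread is therefore not a measure of length alone. Scaling may also contribute. The median log2 fold change of the 6 was 1.98 with TMM, 1.76 with RLE and 1.74 with library totals alone (median SE 0.58, 0.54 and 0.63). The size of the fold thus changed little with the choice among these scalings. The calls still end with library totals alone, where the fold fell, the SE rose and the edgeR adjusted p was 0.151 to 0.186. These values cannot decide on a bias common to the scalings, since the 6 were picked under TMM and each scaling uses only the listed counts. A genotype effect on 5' cleavage stays open.

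A single library stood far from the other 3 of its genotype in 6 of the 60 groups examined, where about 1 in 20 would by chance. The 16-nt Ala-CGC fragment was highest in wild-type replicate 2, at 52631 CPM against 12158 in the nearest library (gap over range 0.941), and in db/db replicate 2, at 202130.3 against 19420 CPM (0.937). The 19-nt proline fragment was highest in wild-type replicate 2, at 29917 against 20939 CPM (0.840). The internal Ala-TGC sum was highest in wild-type replicate 1, at 28662 against 17551 CPM (0.972), and the 3' Trp-CCA sum in db/db replicate 1, at 37547 against 6036 CPM (0.924). That db/db library is also 1 of the 3 that carry the first pattern.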

How the results depend on the processing

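The alternatives with recomputed library sizes, with the likelihood ratio test and no filter, with every entry of the table, without fragments found in other transcripts, and without 3 libraries together were chosen after seeing the data, and the use of every entry also with the study's own count known; the rest were chosen before. Where no cause is named, the cause was not tested. Of the alternatives' values for the main results, 174 were kept, 35 counts moved, 10 values reversed, 19 no longer passed and 19 passed only there. A count was kept if it was equal or close to the main count, which includes counts of 0 that stayed 0. Other values were kept if their direction and side of the threshold held. For other named fragments and sums 225 were kept, 13 reversed, 23 no longer passed and 19 passed only there. The totals of the listed counts and the spread between libraries both limit precision, and sequencing depth was not known here. Thinning to the smallest total left 29 fragments to test. Wild-type and db/db samples share no labelled pairing, so no paired comparison was made. TMM, RLE and library totals alone put the median log2 fold change of all tested fragments at 0.06, -0.11 and -0.11, and fold changes are relative to these.

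The count of 6 fragments higher and 0 lower by edgeR's quasi-likelihood test (10 and 2 at an unadjusted p below 0.05) was 6 and 1 with RLE, 0 higher with library totals alone, with an adjusted p below 0.05, after thinning and with a term for the first or last 4 library numbers, 16 with DESeq2 (all 6 among them, 10 adjusted p undefined), 11 with no filter (2 of the 6 among them) and, with the exploratory recomputed library sizes, 3 higher and 1 lower. It was 18 with the likelihood ratio test and no filter, 21 higher and 1 lower with that test on every entry of the table, where repeated sequences count again, and 20 and 7 without wild-type replicates 3 and 4 and db/db replicate 1. Leaving out 1 library gave 0 (without db/db replicate 2, 3 or 4) to 16 higher and 0 to 5 lower (both highest without db/db replicate 1), with 1, 10, 2 and 3 higher without wild-type replicates 1 to 4.

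The Gly-GCC fragment passed with DESeq2 (2.32), no filter (2.45), no filter and the likelihood ratio test (2.46) and without the 3 libraries (3.10), and the Asp-GTC fragment likewise (2.25, 2.41, 2.41 and 2.34); without 1 library they ran from 2.10 to 2.71 and 2.09 to 2.86 where tested, since Gly-GCC was filtered out without db/db replicate 2, 3 or 4 and Asp-GTC without db/db replicate 1, 3 or 4. Gly-GCC did not pass without wild-type replicate 1 or 3 (edgeR adjusted p = 0.200 and 0.101), nor Asp-GTC without wild-type replicate 1, 3 or 4 or db/db replicate 2 (0.200, 0.167, 0.126 and 0.402). The 16-nt proline fragment changed sign with RLE (-0.022), library totals (-0.068), DESeq2 (-0.023), thinning (-0.14) and recomputed library sizes (-0.13), the 17-nt one with thinning (-0.0096) and the 19-nt one with library totals (-0.045), thinning (-0.13) and recomputed sizes (-0.10); without 1 library they ran from -0.12 to 0.37 (16 nt) and -0.075 to 0.49 (19 nt), and the Ala-CGC fragment from -0.99 (without db/db replicate 2) to 2.48 (without wild-type replicate 2).

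The count of 1 higher sum was 5 with DESeq2, 3 with no filter, 2 with a filter of 10 counts in 4 libraries, 8 (and 6 lower) without the 3 libraries, and 0 to 7 higher (0 without wild-type replicate 1 or 3) and 0 to 9 lower without 1 library, both highest without db/db replicate 1.

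Without 1 library the difference in share ran from 7.79 to 12.8 points for 5'tRFs of 28 nt or more, -6.14 to 7.60 for shorter ones, 3.64 to 17.8 for all 5', -14.9 to -1.62 for internal and -3.91 to -2.02 for 3' fragments, -8.44 to -0.370 for 5'tRFs that start with guanines, 0.182 to 0.346 for the mitochondrial fragment, 0.492 to 0.666 for Gly-GCC and 0.989 to 1.82 for Asp-GTC. The share of 5'tRFs that start with guanines turned upward over tested fragments only (0.866) and without the 3 libraries (4.62). With an estimated correlation the list calls had an adjusted p of 0.256; by fry the 3' list had 0.282, internal 0.856 and oligoguanine 0.974, with its direction reversed, and without the 3 libraries the 3' list had 0.957. Without 1 library camera's adjusted p ran from 0.0250 to 0.776 for shorter 5'tRFs (upward call reversed without wild-type replicate 1 or 2), 0.0289 to 0.229 for 3', 0.000349 to 0.963 for internal (reversed without wild-type replicate 1) and 0.0193 to 0.997 for oligoguanine fragments.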

Other observations

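The comparisons within a tRNA below were chosen after the fold changes were seen, and that of the sums also after the shares had left Lys-TTT open.

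Among fragments that had too few counts for the filter, further 5' fragments and 1 internal fragment passed when no filter was used (edgeR, adjusted p below 0.1); these were picked after their values were seen. The 5' fragments included 24-nt and 25-nt 5'tRFs of Lys-TTT (log2 fold change 3.51 and 2.72), a 22-nt 5'tRF shared by Leu-AAG and Leu-TAG (2.83) and a 26-nt 5'tRF of Leu-CAG (2.39). A 26-nt 5'tRF of Asp-GTC had 1, 0, 0 and 1 counts in wild-type and 6, 8, 14 and 11 counts in db/db replicates 1 to 4. An internal 30-nt fragment of Asp-GTC, ACGCGGGAGACCGGGGTTCGATTCCCCGAC, also passed with no filter (edgeR adjusted p = 0.0158, the smallest of that fit). It had 0, 1, 0 and 1 counts in wild-type and 11, 15, 36 and 23 counts in db/db replicates 1 to 4, or 279.9 ± 323 and 12631 ± 8678 CPM (SD, n = 4 each).

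One hypothesis was that all fragments of Asp-GTC rise alike. The 5' share of the Asp-GTC counts was 8.67% ± 3.94 in wild-type and 25.5% ± 8.04 in db/db iMACs (SD, n = 4; exact permutation p = 0.0286, the smallest possible, adjusted p = 0.0571), with 4 of 4 db/db libraries above all wild-type libraries, which argues against it. The log2 fold changes of its 5' and internal sums, 2.36 (SE 0.51) and 0.21 (SE 0.39), would not decide it alone, since their difference of 2.14 had a 95% interval of -0.051 to 4.34 (SEs added, which allows for any correlation between the sums, with 6 residual degrees of freedom). For Lys-TTT the 5' share was 10.5% ± 6.23 and 41.2% ± 21.1 (exact permutation p = 0.0571, adjusted p = 0.0571, n = 4), with 3 of 4 db/db libraries above, which leaves it open. The log2 fold change of its 5' sum, 1.80 (SE 0.57), lay 2.70 above that of its internal sum, -0.90 (SE 0.40), with a 95% interval from 0.32 to 5.08 computed in the same way. That argues against a common rise of the Lys-TTT fragments, although neither sum passed on its own (edgeR adjusted p = 0.120 and 0.246).

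At the thresholds of the study, 6 fragments changed here, counted as distinct sequences that passed the filter. That is lower than the value quoted from the study above. With every entry of the table, no filter and the likelihood ratio test, an alternative added with that value known, edgeR called 21 higher and 1 lower.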
